A study of Mus musculus with 6 samples. Its data were reported in "Gene expression profiling in neuronal cells identifies a different type of transcriptome modulated by NF-Y" (2020).

How the data were processed

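RNA of neuro2a cells, a mouse neuroblastoma line, was measured on 6 single-colour Agilent mouse gene expression arrays. Per the labels, 3 arrays carried RNA of cells given an empty vector, here called control, and 3 carried RNA of cells given RNAi vectors against NF-YA and NF-YC, here called knockdown. NF-Y is a transcription factor that binds CCAAT motifs in promoters, and besides the targeted subunits it holds NF-YB. Groups and replicate numbers were taken from the sample titles.

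The authors scanned each array and ran Agilent Feature Extraction 10.10.1.1, and the deposited scanner tables give each spot's processed signal as an intensity on a linear scale, after the software's own background correction. Flags for spot outliers, saturation and signal well above background were deposited with the intensity values. The deposited series matrix holds log2 values without a stated scale. Over 43742 probes with a single spot, differences between arrays in that matrix matched those of log2 processed signal minus the 75th percentile of each array to within 0.0076, so the matrix was read as the same scaling with a constant taken off each probe. Per the paper's methods, the authors worked in GeneSpring and set aside genes of low signal, but the number of arrays that had to pass was not stated.

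Control spots and spots with an outlier flag were left out. The processed signal was put on the log2 scale, the 75th percentile of the non-control spots of the same array was subtracted, and spots of one probe were averaged. Of 55681 probes, 245 lacked a value on at least 1 array and were not tested. A probe was kept when its signal reached the 20th percentile of its array on all 3 arrays of at least 1 group, which left 42126 probes for testing. The scanner tables name probes by accession and not by gene symbol, so symbols came from a RefSeq gene table of assembly GRCm38.p6, matched without accession versions. Of 26392 probes with a curated mRNA accession, 25869 matched, and of 581 with a predicted one, 6 matched. In all 20548 tested probes had no symbol, of which 11347 were named by a genomic interval. The array annotation uses another build, so no coordinates are given. A gene was read from its probe with the highest mean normalized signal, which gave 16490 genes.

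Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) without covariates, with Benjamini-Hochberg adjustment over all probes tested. A probe or gene was called at an adjusted p below 0.05 and a fold change above 1.5. Changes are knockdown minus control on the log2 scale. Where a probe was not well above background on any array of one group, the change is given as a bound. The bound sets the brighter group's mean against the dimmer group's mean of, per array, the higher of the probe's own signal and the lowest signal among probes well above background.

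The direction of 13 gene lists was tested with limma's camera at a preset correlation of 0.01, with fry and camera with an estimated correlation as checks, and Benjamini-Hochberg adjustment over the 13 lists. Camera asks whether a list changed more than other genes, whereas fry asks only whether it changed at all. Over-representation among called genes was tested with Fisher's exact test, two-sided, against all genes tested. The lists cover cholesterol, fatty acid and glycerophospholipid synthesis, ER (endoplasmic reticulum) functions, DNA replication, mitosis, DNA repair, mitochondria, ribosomal proteins and the interferon response. They were written from general knowledge before the data were examined, but after the paper and parts of its tables of changed genes and enriched terms had been read, so they are not independent evidence. A list name that was not tested was matched through an older name only when it was not itself a current symbol. This matching rule was set after the results were seen. It took a wrongly matched gene out of the glycerophospholipid list and made that list's camera adjusted p smaller. Reactome pathways of the fgsea 1.28.0 package with 15 to 500 tested genes served as another set of lists. Lists were set against each other through the mean of their members on each array, with an exact permutation test over the 20 assignments of the arrays.

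The genes named are Nfya, Nfyb, Nfyc, Hsp90b1, Hspa5 and Ddit3; the 6 called genes with the largest change in each direction whose knockdown arrays all lay on one side of the controls and whose probe was well above background on all 3 arrays of a group; and up to 3 called members of each list past the set test. Apart from the matching rule above and the tests marked as later choices, the tests, the named-gene rule and most alternatives were fixed before the data were examined. Some rules for reading the tests of explanations were set after the values were known. Alternatives were other scalings and background corrections, the series matrix, other filters and thresholds, a variance trend, array weights, the replicate number as a block, averaging a gene's probes, and leaving out each array. Normexp was run with an offset of 50 on the median spot signal, the spot signal column used here. Slide row as a block and a stricter reading of the percentile filter were chosen after seeing the data. The planned search for CCAAT motifs in promoters was not run, since genome sequence was not used here. A planned test of an explanation for the change of the cholesterol list is not reported here.

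All 6 arrays lay on 1 slide and came from 1 scan, so slide and scan could not act as batches. No spot was saturated. The number of arrays limits the precision. The procedure was tested on simulated data with the means and spreads of these arrays, in which 200 of 42126 probes were changed by 1 on the log2 scale. Of the changed probes 58.0% were called, 7 unchanged probes were called, and the median size of the estimated change was 0.99. With so few changed probes the share called does not carry over to these data.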

Results

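Gene expression was measured in neuro2a cells, a mouse neuroblastoma line, on 3 control arrays and 3 knockdown arrays. Control cells received an empty RNAi vector and knockdown cells received RNAi vectors against the NF-YA and NF-YC subunits of NF-Y. The share of non-control spots well above background ranged from 61.9% on knockdown array 2 to 66.2% on control array 2. The 75th percentile of the processed signal lay between 718 and 754 intensity units. Over the tested probes, the correlation of normalized signal across probes was 0.989 to 0.994 within groups and 0.987 to 0.990 between groups. Probes are not independent replicates. No pair of arrays held identical values, and each was counted as 1 replicate.

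The targeted genes were examined first, as a check of the labels. Normalized Nfya signal (probe A_52_P550049) was 0.17 ± 0.037 (SD, n = 3) on control arrays. It was -0.59 ± 0.071 (SD, n = 3) on knockdown arrays, a change of -0.76 with an SE of 0.055 and a limma adjusted p of 0.00128. Nfyc signal (probe A_66_P133202) was 3.97 ± 0.034 (SD, n = 3) in control and 2.17 ± 0.038 (SD, n = 3) in knockdown. The Nfyc change was -1.81 with an SE of 0.045 and a limma adjusted p of 0.000323, and the other Nfyc probe changed by -1.80. Both genes were lower on all 3 knockdown arrays than on any control array. Across 19 alternative settings the Nfyc change ranged from -1.85 to -1.69 and the Nfya change from -0.83 to -0.70, and both genes were called in each.

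The remaining subunit and the ER genes followed different directions. Nfyb signal was 1.08 ± 0.094 (SD, n = 3) in control and 1.91 ± 0.013 (SD, n = 3) in knockdown. Its change was 0.83 with an SE of 0.060 and a limma adjusted p of 0.00131. The other Nfyb probes changed by 0.93 each. Hsp90b1, which encodes the ER chaperone Grp94, fell from 6.05 ± 0.041 (SD, n = 3) to 4.53 ± 0.098 (SD, n = 3). The Hsp90b1 change was -1.52 with an SE of 0.065 and a limma adjusted p of 0.000415. Hspa5, which encodes the ER chaperone Grp78, differed by 0.026 with an SE of 0.047, less than the spread between replicates, and its limma adjusted p was 0.737. Ddit3, which encodes the stress factor Chop, changed by -0.20 with an SE of 0.054 and a limma adjusted p of 0.0527, and was not called. It was lower on all 3 knockdown arrays than on any control array. Across 19 alternative settings its change ranged from -0.23 to -0.15, under the minimum fold change in each, and its limma adjusted p from 0.00366 to 0.290.

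**Figure D1:**
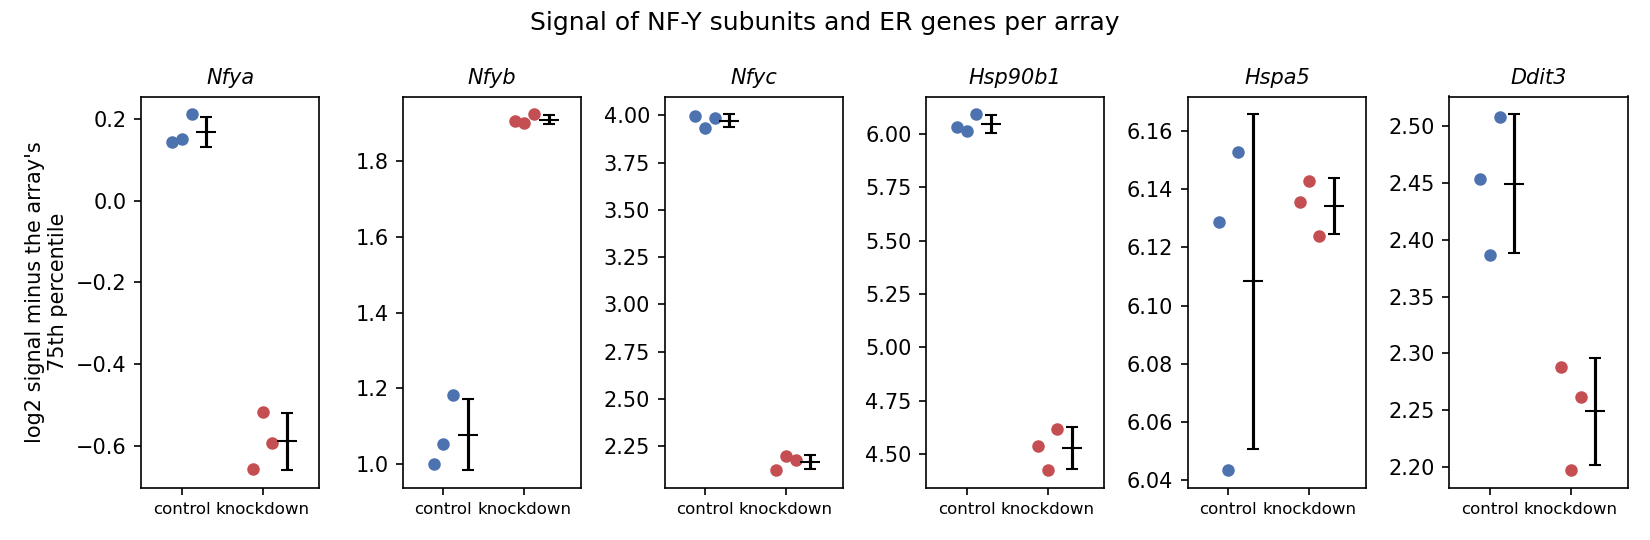
Normalized signal (log2, relative to the 75th percentile of each array) of 6 genes on 3 control and 3 knockdown arrays, with points for arrays and bars for the mean and SD; each panel has its own vertical range, which does not start at 0. Nfya, Nfyc, Hsp90b1 and, by a small step, Ddit3 were lower and Nfyb was higher on every knockdown array than on every control array, while Hspa5 overlapped.

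Genes were then compared between knockdown and control to find those that differed. No array carried a non-targeting RNAi transcript, so a difference can reflect the NF-Y knockdown or the RNAi transcript itself. Of 16490 genes tested, 824 were called lower and 644 were called higher in knockdown. The lower genes made up 56.1% of the calls. Normexp background correction with quantile normalization moved these counts most among the scalings, to 557 lower and 282 higher genes. Without a minimum fold change, 2602 genes were lower and 2597 higher at the same adjusted p. Per probe, 1609 were called lower and 1413 higher of 42126 tested. Of 367 called genes with several tested probes, 196 had another probe called in the same direction and 0 had one called in the opposite direction. The probe was well above background on all 6 arrays for 748 of the genes called lower and for 522 of those called higher.

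**Figure D2:**
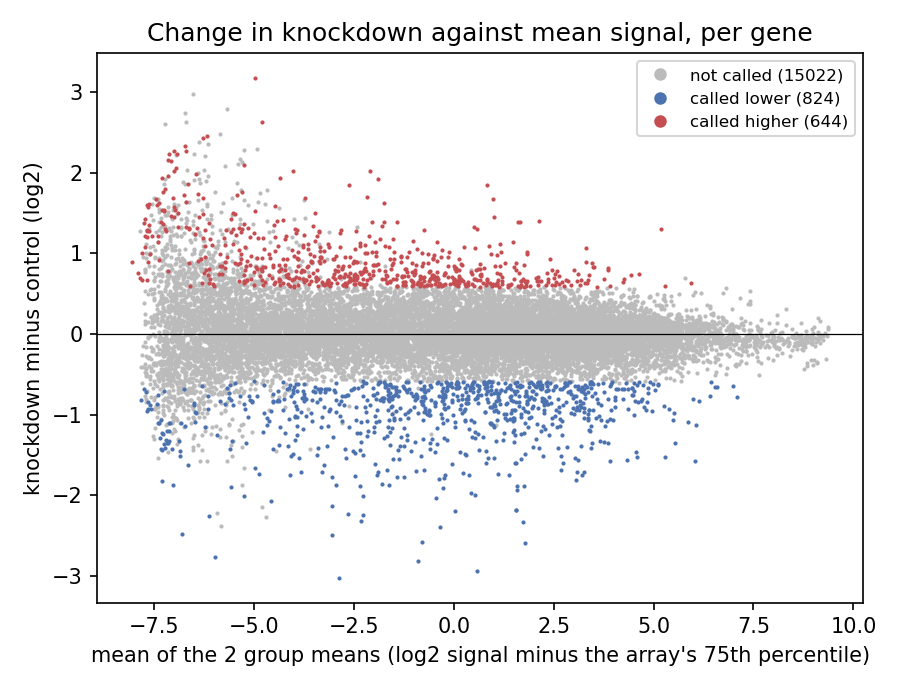
Change per gene (knockdown minus control, log2) against mean normalized signal (log2), with 824 genes called lower in blue, 644 called higher in red and the rest in grey. The spread of changes is wider at low signal than at high signal.

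Among genes chosen by size of change, Pla2g3 changed by -3.02 (SE 0.10), Scd1 by -2.94 (SE 0.16) and Lpin1 by -2.82 (SE 0.17). Aldoc changed by -2.59 (SE 0.30) and Kyat3 by -2.58 (SE 0.055). Gask1b was not well above background on any knockdown array and by its bound was at least 2.56-fold lower there. Limma adjusted p for these genes ranged from 0.000281 for Kyat3 to 0.00429 for Aldoc. Of the largest rises, 4 had probes not well above background on any control array. By the bound, Ccdc96 was at least 7.17-fold higher in knockdown, Parp14 at least 6.17-fold, Gbp7 at least 4.03-fold and Trim63 at least 2.24-fold. AA467197 changed by 2.03 (SE 0.15) and Wdr78 by 2.02 (SE 0.087), with probes well above background on all arrays. The changes of the genes given here with an SE were smaller under normexp with quantile normalization, most so for AA467197 at 0.80, Wdr78 at 1.38 and Pla2g3 at -1.79, and each gene stayed called in all 19 alternative settings. Limma adjusted p for the rising genes ranged from 0.000340 for Parp14 to 0.0235 for Trim63. These bounds hold for the scaling on the 75th percentile, carry no sampling error and shift when an array is left out. The bounds of Parp14 and Gbp7 lie close to their fitted folds of 6.21 and 4.26. They too rest on signal not well above background and are not strict minimums. The fitted changes of the bounded genes that follow rest on such signal and are no measure of size. Under normexp with quantile normalization Ccdc96 and Parp14 stayed called at fitted changes of 0.94 and 0.78, while Gbp7 at 0.41, Trim63 at 0.37 and Gask1b at -0.47 were not called. Without knockdown replicate 2 the Ccdc96 bound was 4.76-fold, at a fitted change of 2.58 that was still called. The Ccdc96 call was lost without control replicate 1, at a fitted change of 3.25, and without control replicate 2, at 2.99. The Trim63 call was lost without control replicate 2, at 2.46, and without knockdown replicate 1, 2 or 3, at 2.37, 2.59 and 2.35.

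The gene lists address whether lipid and ER functions or the cell cycle responded to the knockdown. The cholesterol biosynthesis list had the largest shift, with a median change of -0.77 and all 20 tested members below 0. Its camera adjusted p was 1.14e-11, and 16 members were called lower, also 16 when adjusted over the list alone. The fatty acid and triglyceride synthesis list had a median of -0.28 over 37 genes (camera adjusted p 2.49e-05). Glycerophospholipid synthesis had a median of -0.17 over 23 genes (camera adjusted p 0.00270). Among ER lists, chaperones and folding enzymes had a median of -0.20 over 41 genes (camera adjusted p 2.06e-05). ER translocation, glycosylation and degradation had a median of -0.13 over 59 genes (camera adjusted p 2.62e-05). The ER stress response list had a median of -0.18 over 22 genes and ER-Golgi vesicle transport one of -0.071 over 70 genes, each with a camera adjusted p of 0.0117. Counts of called members adjusted over the list alone equalled those adjusted over all probes for these 7 lists, at 16, 10, 6, 6, 6, 3 and 4 in the order given.

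DNA replication (median -0.021, 51 genes, camera adjusted p 0.224) and DNA damage repair (median -0.035, 68 genes, camera adjusted p 0.264) did not pass. Mitosis did not pass either, with a camera adjusted p of 0.452 over 61 genes. Its median was 0.019 while its mean was -0.092 and the test pointed lower. Only 29 of the 61 members were below 0, but some fell as far as the ER genes. The called mitosis members, outside the naming rule, were Aurkb (-1.70), Cdc25c (-1.09), Cks1b (-1.06), Cdc23 (-0.87) and Cdca3 (-0.80). Aurkb fell further than Hsp90b1 at -1.52. Adjusted over the list alone, 4 DNA replication, 5 mitosis and 1 DNA damage repair genes were called lower, as over all probes, and 1 DNA damage repair gene was called higher. Mitochondrial oxidative phosphorylation (median -0.058, 76 genes, camera adjusted p 0.0154) and cytosolic ribosomal proteins (median -0.092, 78 genes, camera adjusted p 2.80e-06) passed, with 0 members called under either adjustment. The interferon response list was higher, with a median of 0.41 over 39 genes and a camera adjusted p of 8.93e-07. In that list 15 members were called higher, or 16 when adjusted over the list alone, and 1 was called lower under either adjustment. All 13 lists passed under fry, which does not compare a list with other genes. Passing fry therefore says little about which functions responded most. When camera estimated the correlation from these arrays 0 passed, and adjusted p for cholesterol biosynthesis was 0.232 (range over its 21 alternatives 1.51e-14 to 0.232). After quantile normalization the ribosomal median moved to -0.0033 and the mitochondrial median to 0.026, and neither list passed.

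**Figure D3:**
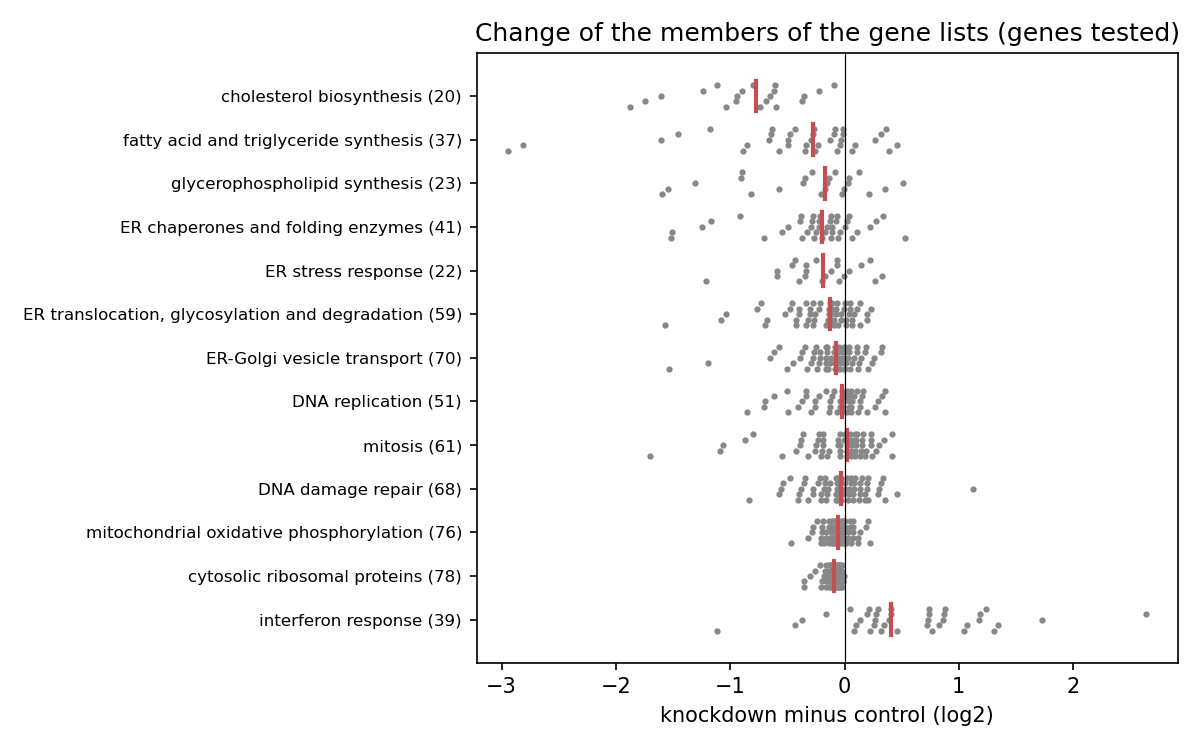
Change (knockdown minus control, log2) of each tested member of 13 gene lists, with a dot per gene, a red line at the median and the number of genes in parentheses. The cholesterol list lies wholly below 0 with a median of -0.77, and the interferon list has a median of 0.41; after quantile normalization the mitochondrial median changes sign.

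Differences between lists were tested directly on their mean per array. Cholesterol biosynthesis fell further than mitosis by a difference of -0.77, and ER chaperones and folding enzymes by -0.18. Against DNA replication these differences were -0.77 and -0.19. In all 28 such comparisons of 7 lipid and ER lists with 4 other lists, the 3 knockdown arrays lay below all controls. Each had a two-sided exact permutation p of 0.1, also 0.1 after Benjamini-Hochberg adjustment, which is the smallest p the design allows.

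Over-representation gave fewer lists. Of the cholesterol list 80.0% was called lower, against 4.91% of other tested genes (Fisher's exact test, adjusted p 6.85e-17). Fatty acid and triglyceride synthesis had 27.0% called lower (Fisher's exact test, adjusted p 6.07e-05) and glycerophospholipid synthesis 26.1% (adjusted p 0.00321). ER chaperones and folding enzymes had 14.6%, with a Fisher's exact adjusted p of 0.0501, and did not pass. ER stress response had 13.6% called lower, ER translocation, glycosylation and degradation 10.2% and ER-Golgi transport 5.71%. Mitosis had 8.20% and DNA replication 7.84%, both above ER-Golgi transport, and none of these lists passed. The interferon list was over-represented among the higher genes, at 38.5% against 3.82% of other tested genes (Fisher's exact test, adjusted p 8.73e-11). With each array left out in turn, 5 lists passed each time instead of 4.

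Within the lists, the called members with the largest changes were as follows. In cholesterol biosynthesis, Tm7sf2 changed by -1.88, Ebp by -1.74 and Acat2 by -1.60. Fads2 of fatty acid synthesis changed by -1.61, next to Scd1 and Lpin1 above. Selenoi, Mboat1 and Chkb of glycerophospholipid synthesis changed by -1.60, -1.54 and -1.31. Besides Hsp90b1, the ER folding genes Tmx1 and Sdf2l1 changed by -1.51 and -1.24. Ssr1, Alg14 and Dpagt1 of ER translocation and glycosylation changed by -1.57, -1.08 and -1.04. Sec22c, Lman2l and Lman1 of vesicle transport changed by -1.53, -1.19 and -0.65. In the ER stress list Wfs1 changed by -1.22, Chac1 by -0.59 and Creb3 by -0.59. In the interferon list, after Parp14, Ifit2 changed by 1.73 and Samd9l by 1.34, and Ifit2 was well above background on 1 of 3 control arrays. Limma adjusted p in this paragraph ranged from 0.000323 for Chkb to 0.0281 for Ifit2.

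Leaving out an array cost several of these calls. Wfs1 was not called without control replicate 1, at -1.19, and Chac1 was not called without knockdown replicate 2, at -0.55. Creb3 lost its call without control replicate 2, knockdown replicate 1 or knockdown replicate 2, at -0.57, -0.55 and -0.58. Ifit2 lost its call without control replicate 1 or 2, at 1.47 and 1.63, and without knockdown replicate 2 or 3, at 1.60 and 1.63. Samd9l lost its call without control replicate 1, 2 or 3, at 1.37, 1.39 and 1.27, and without knockdown replicate 2, at 1.37.

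The arrays lay in 2 rows of 1 slide, with knockdown arrays 2 and 3 in the row without controls. With slide row as a block, a choice made after seeing the data, 685 genes were called lower and 494 higher. Of the main calls, 621 lower and 399 higher genes kept their call under that block. Among the genes named above by rule, Wfs1 at -1.31, Lman1 at -0.58, Ifit2 at 1.28 and Samd9l at 0.83 were not called under it. Ccdc96 and Trim63, which have only bounds, were not called under it either. Other settings cost further calls. Chac1 was not called after quantile normalization (-0.53), on spike-ins (-0.56), under normexp (-0.49) or with array weights (-0.58), and Creb3 was not called after quantile normalization (-0.56) or on spike-ins (-0.56). Under normexp Lman1 (-0.55) and Ifit2 (0.33) were not called, and Lman1 was not called as the mean of its probes (-0.31). Trim63 was not called with the percentile filter on all 6 arrays, where another probe represented it.

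Reactome pathways were tested under the main scaling only. Among 719 pathways, 29 were lower and 4 higher by camera, and the pathway with the smallest p was cholesterol biosynthesis (median -0.65 over 23 genes, camera adjusted p 1.65e-07). Of the 29 lower pathways, 18 had more than 50% of their tested genes in the ribosomal protein list. All 4 higher pathways concerned mitochondrial translation, with medians of 0.10 to 0.11 and camera adjusted p of 0.0362 to 0.0482. The other lower pathways, besides cholesterol biosynthesis and 2 on its regulation, concerned several functions. Fatty acyl-CoA biosynthesis was lower (median -0.30 over 20 genes, camera adjusted p 0.0274). Recognition of DNA damage by the PCNA-containing replication complex was lower (median -0.12 over 25 genes, camera adjusted p 0.0262), although the DNA replication and DNA damage repair lists did not pass. Regulation of DNA replication by E2F did not pass (median -0.14 over 28 genes, camera adjusted p 0.0842). Glycolysis, glucose metabolism and gluconeogenesis were lower, with medians of -0.17, -0.13 and -0.16, as were the endosomal vacuolar pathway (-0.22), class I antigen presentation (-0.19) and NOTCH2 activation (-0.16), with camera adjusted p of 0.0139 to 0.0482. Each of the 29 lower and 4 higher pathways also passed under fry. That adds little, since pathways without a camera signal passed fry too, such as G alpha q signalling (camera adjusted p 0.862, fry adjusted p 0.00546). The unfolded protein response (median -0.091 over 15 genes, camera adjusted p 0.329), triglyceride biosynthesis (median -0.075 over 36 genes, camera adjusted p 0.524) and glycerophospholipid biosynthesis (median -0.018 over 81 genes, camera adjusted p 0.802) did not pass. Of pathways near the ER lists, asparagine N-linked glycosylation (median -0.071 over 103 genes, camera adjusted p 0.242) did not pass. Transport to the Golgi (median -0.0011 over 34 genes, camera adjusted p 0.802) did not pass. SRP-dependent targeting to the membrane passed (median -0.090 over 102 genes, camera adjusted p 7.35e-05), among the pathways mostly of ribosomal proteins. Interferon pathways did not pass either. Interferon gamma signaling had a median of -0.019 over 80 genes (camera adjusted p 0.831), interferon alpha beta signaling -0.033 over 22 genes (camera adjusted p 0.962) and the pathway that joins them 0.013 over 120 genes (camera adjusted p 0.903, with the test pointing lower). The ISG15 antiviral pathway had 0.058 over 27 genes (camera adjusted p 0.771). Under fry, regulation of DNA replication by E2F passed (fry adjusted p 0.00942). The unfolded protein response, triglyceride, glycerophospholipid and ISG15 pathways passed under fry as well, and those of interferon signaling did not.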

Values the study reported

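The study reported 745 differentially expressed genes on the Agilent arrays after knockdown of both subunits. Of these it counted 512 genes as lower in knockdown cells.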

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

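The test in this part was chosen after the result was seen. Probes named only by a genomic interval enter no gene comparison of the report, and 295 of 11347 such probes were called higher in knockdown, with 227 called lower. They are listed because a signal above the control arrays appears in probes left out of the gene results. Called higher they make up 2.60% of the tested interval probes. In either direction 4.6% were called, fewer than the 8.93% of tested probes matched to RefSeq genes, a comparison not matched on signal. Of the 295 called higher, 188 were well above background on all 6 arrays, which argues against signal near background for most of them. An effect of background correction on these probes stays open. What transcripts these probes detect was not analysed here, and a response to the knockdown and a response to the RNAi transcript itself both stay open.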

How the results depend on the processing

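Slide row as a block and the 20th percentile filter on all 6 arrays were chosen after seeing the data. Nfya, Nfyb, Nfyc and Hsp90b1 kept direction and call in all 19 fits tried. Hspa5 and Ddit3 were called in 0 of the 19.

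Counts moved with the threshold by construction. Without a fold change minimum there were 2602 lower genes, 2597 higher genes and 9602 probes called, and 7 over-represented lists. Above a fold change of 2 there were 286 lower genes, 181 higher genes and 1030 probes. Normexp with quantile normalization gave 282 higher genes and 1392 probes, and lower genes made up 66.4% of its calls against 56.1%. It kept 551 of the 824 lower and 250 of the 644 higher genes, against 768 and 536 under quantile normalization alone. Scaling alone therefore does not account for most of this loss, and no further cause was tested. The filter on all 6 arrays gave 791 lower and 596 higher genes. Leaving out each array gave 752 to 830 lower and 549 to 614 higher genes. Of the 1468 main calls, 0 reversed under any fit tried.

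The replicate numbers did not pair the arrays, since deviations of same-numbered arrays correlated at 0.018, 0.067 and 0.0025. With the replicate block 765 genes were called lower and 518 higher, and Nfya, Nfyc and Hsp90b1 stayed called. Ccdc96, Trim63, Wfs1 and Samd9l were not called with it, the changes of Wfs1 (-1.22) and Samd9l (1.34) being the same as without it. The arrays lay on 1 slide and 1 scan, so a block for either was not run. The promoter motif alternatives were not run either.

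Set tests depended most on how correlation between genes was treated. With the correlation estimated from these arrays 0 of 13 lists passed. Adjusted p was 0.232 for cholesterol biosynthesis (median -0.77), 0.233 for fatty acid and triglyceride synthesis (-0.28), 0.290 for glycerophospholipid synthesis (-0.17) and ER chaperones (-0.20), 0.297 for ER translocation (-0.13), 0.455 for ER stress response (-0.18), 0.627 for ER-Golgi transport (-0.071), 0.675 for mitochondria (-0.058), 0.550 for ribosomal proteins (-0.092) and 0.0707 for interferon response (0.41). Under fry DNA replication (-0.021), mitosis (0.019) and DNA damage repair (-0.035) passed as well. Reactome gave 33 pathways, from a larger collection.

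After quantile normalization 6 lists passed. ER stress response (-0.13), ER-Golgi transport (-0.028) and ribosomal proteins (-0.0033) did not, and the medians of mitochondria (0.026) and DNA replication (0.030) changed sign. Under normexp ER-Golgi transport (-0.027) and ribosomal proteins (-0.00044) did not pass, and mitochondria (0.016) and DNA damage repair (0.011) changed sign. Scaling on spike-ins turned DNA replication to 0.0065 and left mitochondria (-0.031) short of the threshold. Without scaling the signs of mitosis (-0.013) and Hspa5 (-0.0063) changed. With the slide row block DNA replication was at 0.0065 and mitochondria (-0.040) did not pass. The cause of these shifts was not tested.

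Without 1 array in turn, ER-Golgi transport ranged from -0.089 to -0.059 and did not pass without control replicate 3. Mitochondria ranged from -0.079 to -0.043 and did not pass without control replicate 1. DNA replication ranged from -0.027 to 0.0026, mitosis from -0.0017 to 0.038 and Hspa5 from -0.0066 to 0.048, none of them past the threshold. Signal over background limits 26 genes called lower and 49 called higher, whose probes were well above background on 0 arrays.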

Other observations

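Tests on the slide row, the ribosomal list, the genes called higher as a whole and the protocadherins were chosen after the results were seen. The rule for reading the interferon members well above background was also set after their values were known.

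The number of genes called lower here was 824. That is higher than the value quoted from the study above. The number called in all was 1468. That is also higher than the value quoted from the study above. The counts are not alike, since the paper's methods do not name the test and genes here are limited to those matched to RefSeq. The 20th percentile filter on all 6 arrays still gave 791 lower genes, and other reasons were not tested.

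Chance cannot be excluded by regrouping the arrays. Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many called genes, which was the real one. Each of the other splits gave 0 genes by limma, with 242 to 462 genes at an unadjusted p under 0.05 against 7613 in the real split. With 3 arrays per group the share of splits cannot fall under 0.1.

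Genes called higher lay at lower signal than genes called lower, with a median normalized signal of -2.39 against 0.11. With only probes well above background kept, the number called higher fell by 10.09% and the number called lower by 3.52%. Genes at lower signal lose more members to such a filter whatever the cause, so these falls do not decide whether signal near background contributes. Of the 644 genes called higher, 522 had a probe well above background on all 6 arrays, which argues against signal near background for most of them. Normexp with quantile normalization kept only 250 of the 644 higher genes, against 551 of the 824 lower genes. Quantile normalization alone kept 536 of the higher and 768 of the lower genes, so scaling alone does not account for most of this loss. The normexp fit also changes background correction, the offset and the spot signal column together. These were not separated, so an effect of background correction stays open. Over 7617 dim probes, the knockdown array in the same slide row as the controls lay 0.23 above the control mean and those in the other row 0.061 and 0.060 above it. A slide row effect would have left the first near 0, but it is a single array, so row and knockdown cannot be told apart for these probes.

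Nfyb rose while the targeted subunits fell. A single cross-hybridising probe cannot account for it, since the smallest change among its 3 probes was 0.83. Scaling cannot either, since the smaller change without scaling or on spike-ins was 0.80 and still called. The rise may be a response to loss of the partner subunits, which is a hypothesis, and a response to the RNAi transcript stays open.

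The interferon response list was higher, while the Reactome interferon signaling pathways were not, with medians of -0.033 to 0.013. The rise therefore concerns the members of the list used here. Signal near background cannot account for it, since the 33 members well above background on all arrays had a median of 0.40, with 30 of 33 higher. Bst2, chosen after its value was seen, went the other way at -1.12. The RNAi vectors may themselves raise such genes. Among the arrays 0 carried a non-targeting RNAi transcript, so this and the loss of NF-Y cannot be told apart.

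The ribosomal protein list, lower in median over 78 genes, may reflect scaling. After quantile normalization its median was -0.0033, close to but not above 0, and the list no longer passed, while it still passed without scaling and on spike-ins. The test does not decide between scaling and a small true decrease.

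Genes called lower were neighbours more often than shuffled calls, with 55 adjacent pairs against a mean of 40.6 in 10000 shuffles (permutation p 0.01, one-sided). Genes called higher gave 44 pairs against 23.7 (permutation p 2e-04, one-sided). Neighbouring genes changing together would give such an excess. Several pairs, however, are members of one gene family. Examples are Pcdhb3 with Pcdhb4 and Gbp7 with Gbp3 among the higher pairs, and Fthl17d with Fthl17e and Fads3 with Fads2 among the lower. Such paralogs may share probe sequence and were not separated out, so the excess does not show that unrelated neighbours change together.

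Part of the higher pairs lies in the protocadherin beta cluster, chosen after its values were seen. Of 21 tested members 20 were higher and 13 were called, with a median of 0.88. Signal near background cannot account for it, since the members well above background on all arrays also had a median of 0.88, with 12 of 17 called. Members stayed higher in median under each scaling tried, from 0.37 under normexp, where 4 were called, to 0.91 on spike-ins, and under the slide row block 8 were called. The alpha genes had 0 of 7 and the gamma genes 0 of 6 called higher, and the gamma gene Pcdhga9 was called lower, at -0.76, a contrast that was not tested. The SD of change over the members was 4.004 times their median SE, wider than 1 shared change would give, but partial sharing of probes between these paralogs could do the same and cannot be told apart here.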
